A study of Homo sapiens with 8 samples.

How the data were processed

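Gene expression was measured by RNA sequencing in IMR32 cells, an established human neuroblastoma line that carries amplified MYCN. Per the labels, cells received either CR31B at its IC50 or the vehicle, 0.1% DMSO, for 6 h, with 4 libraries in each group. CR31B belongs to the rocaglates, compounds that block the RNA helicase eIF4A. Per the labels' protocols, RNA was extracted with a miRNeasy kit, 250 ng was used as input, libraries were amplified for 15 PCR cycles and were run for 75 cycles on a NextSeq instrument. The labels name a small RNA library kit, although the molecule is given as polyadenylated RNA and protein-coding genes took 98.3% to 98.6% of counts. Both replicate 1 libraries were sequenced paired-end and the other 6 single-end, per the labels.

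The authors deposited one table of raw counts per Ensembl gene for the 8 libraries, without normalisation. The aligner, the counting tool, the strand setting, the genome build and the annotation are not stated in the labels. Whole numbers were found in every column and the column totals differed between libraries. The table held 58787 gene identifiers, of which 58515 were in GENCODE release 29 (GRCh38), and coordinates given here come from that release by identifier. Each column was assigned to a library by its name. The header of CR31B replicate 4 lacks the first letter of the cell line and was matched by the rest of its name. Replicates were not pooled. Because the libraries carry no molecular identifiers described in the labels, counts include PCR duplicates, and the precision from depth covers counting error only.

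Counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, quasi-likelihood, two-sided) after filterByExpr and TMM normalisation, with sequencing layout as a covariate and Benjamini-Hochberg adjustment over all tested genes. The threshold was an adjusted p of 0.05. Standard errors (SE) of log2 fold changes were derived as the absolute log2 fold change over the square root of the F statistic of that test. All 8 libraries entered one fit under the labels as given, and no label was changed. A fit of the 6 single-end libraries was planned as an alternative and is printed beside the first as the value within that batch. The paired-end batch holds 1 library per group, so its difference has no replicate check. Values per library are TMM-normalised CPM (counts scaled to a common library total), and differences between same-numbered libraries are log2 CPM with a prior count of 1.

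Of 15 gene lists written from general knowledge before the data were examined, 14 were tested with camera (limma 3.58.1, preset correlation 0.01), and fry and camera with an estimated correlation were alternatives. No gene of the list of mitochondrially encoded mRNAs matched a gene of the deposited counts, so that list could not be tested. Of 547 list entries 13 were unmatched.

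The genes named were fixed by a rule before the data were examined. The rule took TPX2, MYCN, EIF4A1 and EIF4A2 from the series title, then for each direction up to 10 genes with an adjusted p under 0.05, a mean of at least 5 CPM and the same direction in all 4 same-numbered pairs, then up to 3 members of each list called by camera. The middle part of the rule gave 0 genes. A gene that the rule names is not reported here by itself and stays in the counts. The top genes of the single-end libraries were therefore named after their values were seen, as were the ribosomal protein genes and mitosis genes of the closing section.

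The alternatives were the layout term, a replicate block, loess offsets on GC content and transcript length (available for 99.9% of tested genes), RLE, upper quartile and total count scaling, 2 other filters, DESeq2 1.42.0, limma voom, and leaving out each library or pair. The same settings on the single-end libraries were chosen after seeing the data.

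The scripts were tested on simulated counts for 16518 genes, of which 200 were changed. With all 8 libraries 92.5% of the changed genes were recovered with 12 false calls among 197, and with the 6 single-end libraries 88% with 6 false calls among 182. When the simulated labels of replicate 1 were exchanged, 0 genes were called. A simulated list of 50 genes raised by 0.3 on the log2 scale had a camera p of 6.72e-45 and an unchanged list 0.546. The simulated genes were drawn independently of each other, so these values do not test the preset correlation of camera.

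Libraries were compared for duplicates with a mean chi-square statistic per gene, which is 1 for 2 draws from one library. The smallest value over all pairs was 9.61, between the libraries labelled CR31B replicate 4 and DMSO replicate 1. The smallest value within a labelled group was 9.77. No 2 libraries were thus draws from one library, and each was counted as its own replicate. Separate libraries from one culture would not be told apart by these values. Whether replicate numbers pair libraries was checked by the correlation of deviations from the group means. In the 6 single-end libraries it was 0.21, 0.39 and 0.16 for replicates 2, 3 and 4, so same-numbered libraries deviated alike to some degree. Libraries of different numbers were not compared in this way, so these values do not establish that the numbers pair libraries.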

Results

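The series asks how the messenger RNA of MYCN-driven neuroblastoma cells changes when eIF4A is blocked, and its title names TPX2 as a downstream target. Polyadenylated RNA of IMR32 cells was counted per gene after 6 h of CR31B (4 libraries) or 0.1% DMSO (4 libraries). Total counts ranged from 43687828 to 64715535 per library. The libraries labelled CR31B held 55293099, 53868419, 57735678 and 46754208 counts for replicates 1 to 4, and those labelled DMSO 43687828, 60135495, 64715535 and 50348123. The 10 most abundant genes took 3.94% to 4.19% of the counts of a library.

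The first comparison was between the libraries themselves. The first principal component held 51.8% of the variance. The single-end libraries labelled CR31B scored 19, 27.7 and 29 on it and those labelled DMSO -29.4, -25.9 and -25.8. In replicate 1 the order was opposite, with -26.4 for the library labelled CR31B and 32 for the library labelled DMSO. The library labelled CR31B replicate 1 had a mean correlation across genes of 0.9949 with the single-end DMSO libraries and 0.9872 with the single-end CR31B libraries. For the library labelled DMSO replicate 1 these were 0.9866 and 0.9939. Genes are not independent replicates, so these correlations describe the libraries only.

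**Figure D1:**
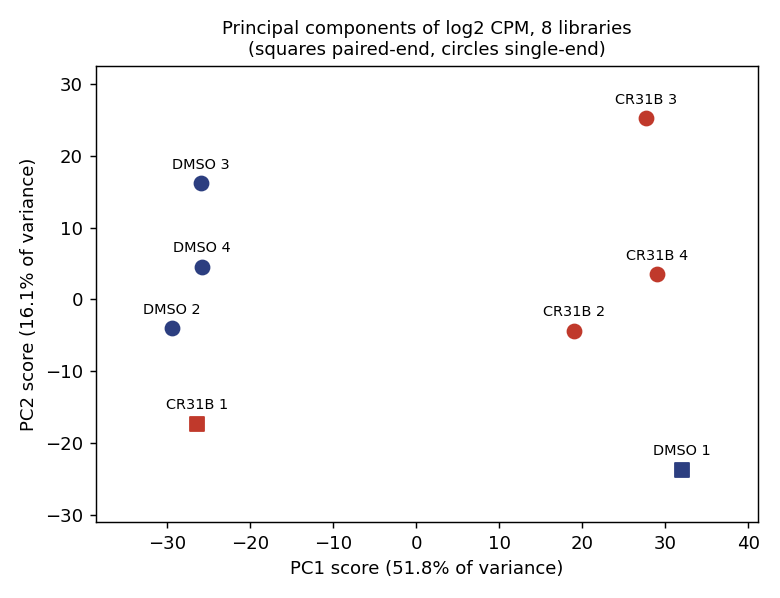
Scores of the 8 libraries on the first and second principal components of log2 CPM (axes in score units, colours by labelled group, squares paired-end, circles single-end). The library labelled CR31B replicate 1 lies at -26.4 with the single-end DMSO libraries, and the library labelled DMSO replicate 1 at 32 with the single-end CR31B libraries.

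Between the groups as labelled, 0 of 16518 tested genes had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), and 205 had an unadjusted p under 0.05. The alternative that moved this count most was leaving out the library labelled CR31B replicate 1, which gave 6920 genes. The layout term then takes up the remaining paired-end library, so that fit in effect repeats the comparison of the single-end libraries. Within the 6 single-end libraries 6901 of 16696 tested genes passed, of which 3968 were higher and 2933 lower in the libraries labelled CR31B, and 447 changed at least 2-fold. The share of higher calls was 57.5% with TMM, 40% with upper quartile scaling, 43.1% with total counts and 50.3% with GC and length offsets (48.4% with the replicate block added), so the balance of directions depended on these settings. The biological coefficient of variation was 16.3% with 8 libraries and 7.46% with the 6 single-end libraries.

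The difference in replicate 1 ran against the difference in replicates 2 to 4. Of 6882 genes called in the single-end libraries and compared, 6806 (98.9%) had the opposite sign in replicate 1, as did 421 of 429 genes past 2-fold. The median absolute log2 difference of these called genes was 0.389 in the single-end libraries and 0.385 in replicate 1. Across 16518 genes the log2 differences of replicate 1 correlated with the mean of the others at a Pearson r of -0.755 and a Spearman rho of -0.792. Pairs among replicates 2, 3 and 4 gave r between 0.627 and 0.705, and pairs with replicate 1 gave r between -0.675 and -0.65. An interaction of treatment with layout passed an adjusted p of 0.05 in 7027 of 16518 genes (edgeR quasi-likelihood, Benjamini-Hochberg), 7021 of them with opposite signs in the 2 layouts. The paired-end libraries number 1 per group, so the spread in this test comes from the single-end libraries. Directions given below therefore follow the labels of replicates 2 to 4. The genes named by the rule ran the opposite way in replicate 1, except EIF4A1 and RPS25.

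**Figure D2:**
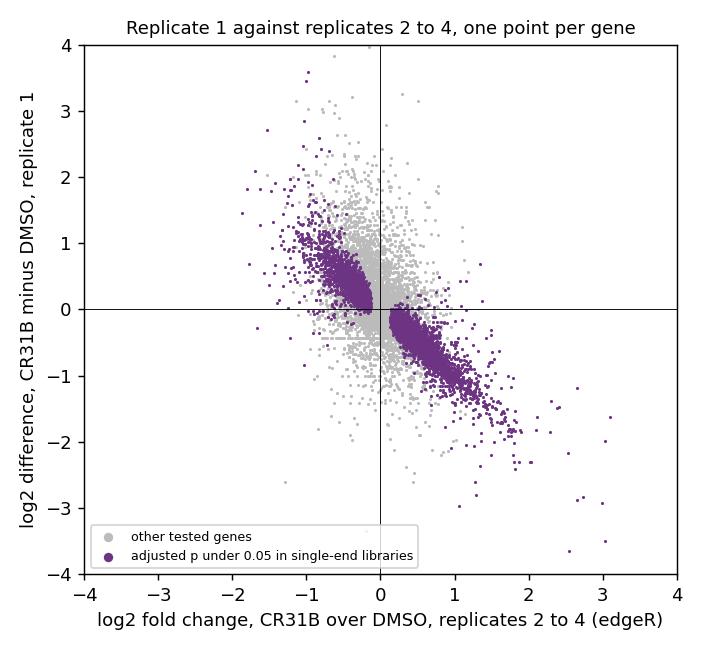
Log2 difference of each gene between the libraries labelled CR31B and DMSO in replicate 1 (vertical axis) against the edgeR log2 fold change in replicates 2 to 4 (horizontal axis). Purple points had an adjusted p under 0.05 in the single-end libraries, and 98.9% of the compared ones had opposite signs; 6 of 16502 genes lie outside the axes.

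TPX2 (ENSG00000088325) encodes a spindle assembly factor and lies on chromosome 20 from 31739271 to 31801805 on the plus strand. Its level was 503 ± 175 CPM (SD, n = 4) in the libraries labelled CR31B and 323 ± 181 CPM (SD, n = 4) in those labelled DMSO. The log2 fold change was 0.75 ± 0.42 (SE) with an adjusted p of 0.707 (edgeR, Benjamini-Hochberg), within the spread between replicates. In the single-end libraries TPX2 was 591 ± 23.5 CPM (SD, n = 3) with CR31B and 232 ± 15.3 CPM (SD, n = 3) with DMSO. That log2 fold change was 1.35 ± 0.061 (SE) with an adjusted p of 5.07e-07 (edgeR, Benjamini-Hochberg). In replicate 1 the library labelled CR31B had 242 CPM and the library labelled DMSO 594 CPM, a log2 difference of -1.29.

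MYCN (ENSG00000134323, chromosome 2, 15940564 to 15947007, plus strand) had 2625 ± 224 CPM (SD, n = 4) in the libraries labelled CR31B and 2557 ± 314 CPM (SD, n = 4) in those labelled DMSO. Its log2 fold change was 0.04 ± 0.11 (SE) with an adjusted p of 0.871 in 8 libraries and 0.12 ± 0.085 with an adjusted p of 0.274 in the single-end libraries (edgeR, Benjamini-Hochberg). With replicate number as a block in the single-end libraries, the MYCN log2 fold change of 0.12 had an adjusted p of 0.0243 by the same method. Without the block, leaving out single-end libraries in turn moved the MYCN value between 0.049 and 0.2.

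EIF4A2 (ENSG00000156976, chromosome 3, 186783205 to 186789900, plus strand), one of the genes of the eIF4A family, had a log2 fold change of 0.13 ± 0.13 (SE) with an adjusted p of 0.72 as labelled (edgeR, Benjamini-Hochberg). In the single-end libraries EIF4A2 was 341 ± 13.7 CPM (SD, n = 3) with CR31B and 275 ± 10.3 CPM (SD, n = 3) with DMSO, a log2 fold change of 0.31 ± 0.053 with an adjusted p of 0.000958 (edgeR, Benjamini-Hochberg). GC and length offsets lowered it to 0.13 with an adjusted p of 0.0626, and to 0.14 with an adjusted p of 0.00904 when replicate number was also a block (edgeR, Benjamini-Hochberg). Its difference in replicate 1 was -0.43. EIF4A1 (ENSG00000161960, chromosome 17, 7572706 to 7579005, plus strand) had 0.383 to 0.837 CPM in the 8 libraries, and 86.8% of its coding bases lie in exons of other genes on the same strand. Its log2 fold change of 0.19 ± 0.27 had an adjusted p of 0.772 (edgeR, Benjamini-Hochberg), and no difference was detectable at these low counts.

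**Figure D3:**
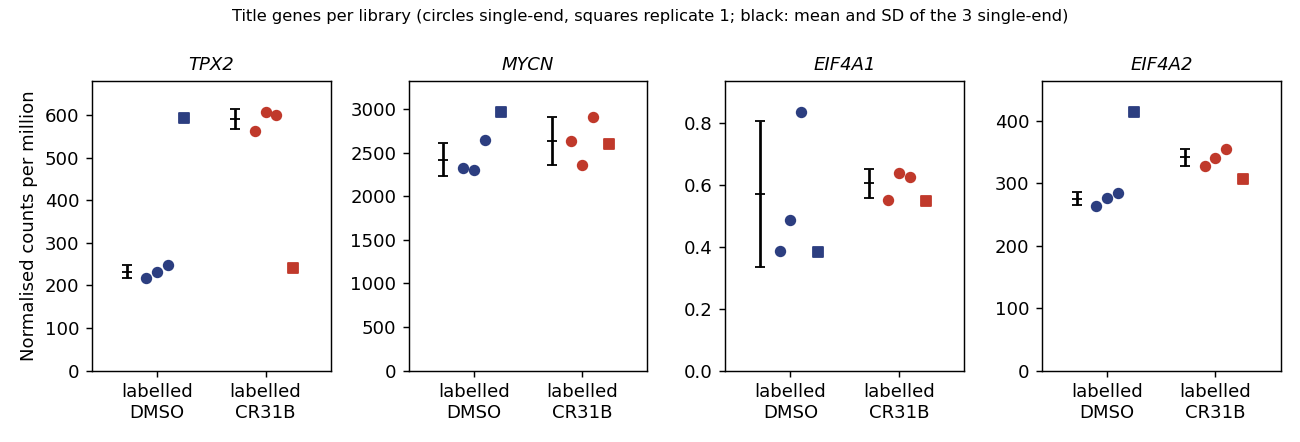
Normalised CPM of the title genes in each library, by labelled group (circles single-end, squares replicate 1, black bars the mean and SD of the 3 single-end libraries; each axis starts at 0). In TPX2 the square of the DMSO group, 594 CPM, lies with the single-end CR31B libraries, and the square of the CR31B group, 242 CPM, with the single-end DMSO libraries.

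Gene lists were compared to see which classes of transcript moved. As labelled, camera called 7 of 14 lists at an adjusted p under 0.05 (Benjamini-Hochberg over the lists), 3 higher and 4 lower, and 0 of them held under fry or with an estimated correlation; the smallest fry adjusted p was 0.727. Among single genes, 0 list members passed, also when adjusted over the list alone. The list medians were 0.354 for ATF4 and integrated stress response genes, 0.173 for adrenergic transcription factors, 0.148 for immediate early genes, -0.113 for cytosolic ribosomal proteins, -0.16 for heat shock genes, -0.075 for the unfolded protein response and -0.223 for cholesterol biosynthesis. In each of these 7 lists the median of replicate 1 had the opposite sign to the medians of replicates 2 to 4. The other medians were 0.001 for mitosis, -0.011 for G1/S genes, 0.004 for MYC targets, -0.005 for initiation factors, -0.063 for snoRNA host genes, 0.042 for p53 targets and 0.049 for splicing factors of the SR family.

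In the single-end libraries camera called 8 of 14 lists, all of which held under fry and 0 of which held with an estimated correlation. Among the 10 splits of these libraries 4 gave at least 8 called lists, the labelled one included. The list of stress response genes had a median of 0.712, with 32 of 36 members called higher and 1 lower. Cholesterol biosynthesis had a median of -0.46, with 15 of 24 members called lower, and adrenergic transcription factors a median of 0.353, with 13 of 21 members called higher. Cytosolic ribosomal proteins had a median of -0.195 with 49 of 78 members called lower, or 62 adjusted over the list alone. Over the 14 lists, 297 member calls were made, and 318 when adjusted over the list alone. Mitosis genes had a median of 0.022, with 17 higher and 12 lower.

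**Figure D4:**
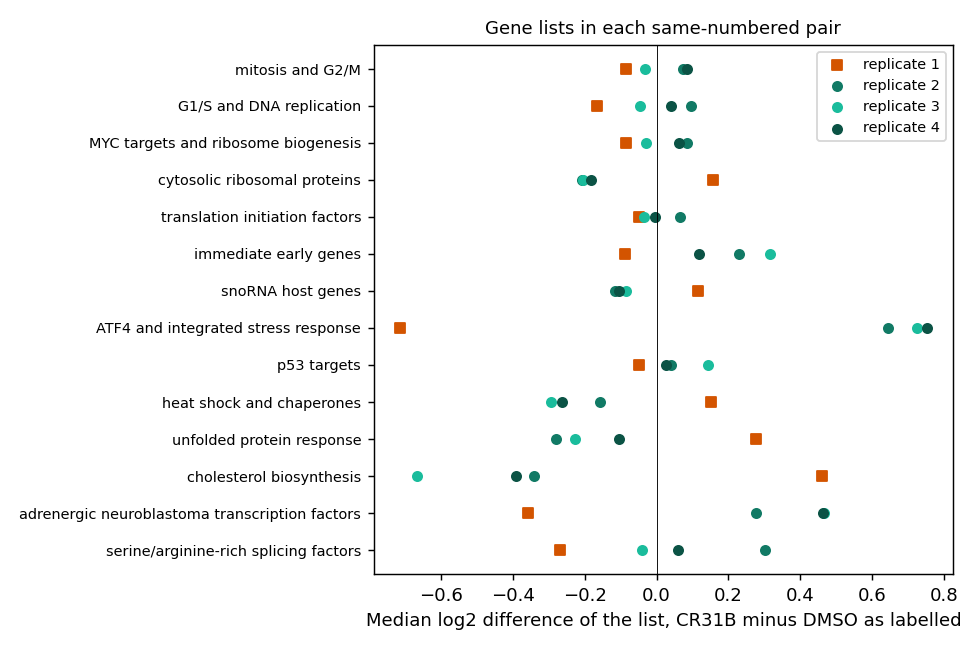
Median log2 difference of each gene list between the same-numbered libraries labelled CR31B and DMSO (horizontal axis), one point per replicate number (square replicate 1, circles replicates 2 to 4). For stress response genes replicate 1 lies at -0.714 and the others at 0.643, 0.724 and 0.752.

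Members named by the rule had adjusted p of 0.707 as labelled (edgeR, Benjamini-Hochberg), so each is given for its single-end value. Among stress response genes SLC7A11 had a log2 fold change of 2.29 ± 0.16 (SE) and PCK2 of 1.5 ± 0.16. ASNS had 1.49 ± 0.3 at under 1 CPM and shares 44.6% of its exonic bases with other genes on its strand, so its value is uncertain. DUSP6, JUN and ATF3, of the immediate early genes, had 2.74, 1.89 and 1.19. GATA3, MEIS2 and HAND2, of the adrenergic factors, had 1.78, 1.33 and 0.97. Lower values were found for INSIG1 (-1.8) and IDI1 (-0.61) of cholesterol biosynthesis, HSPA8 (-0.93), HSP90AA1 (-0.59) and HSPB1 (-0.33) of the heat shock list, and HSPA5 (-0.93), SRPRB (-0.41) and SEC61B (-0.32) of the unfolded protein response. RPL39, RPL41 and RPS25 had -0.29, -0.24 and -0.16, and RPS25 did not pass the threshold, with an adjusted p of 0.0866 (edgeR, Benjamini-Hochberg), or 0.0104 with replicate number as a block; it also passed under upper quartile and total count scaling and both other filters, and without CR31B replicate 4 or DMSO replicate 3. With GC and length offsets RPS25 did not pass, RPL41 fell to -0.096 with an adjusted p of 0.256 and SEC61B to -0.17 with an adjusted p of 0.135, and RPL39 had an adjusted p of 0.0524 without DMSO replicate 4 (edgeR, Benjamini-Hochberg). The RPS25 difference in replicate 1 was -0.08, and that of EIF4A1 0.5.

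Chosen after their values were seen, the 10 genes with the largest rise in the single-end libraries, among called genes with a symbol, a mean of at least 5 CPM and the same direction in replicates 2 to 4, had log2 fold changes from 1.81 to 2.99. CHAC1 was first, with 24.2 ± 2.22 CPM (SD, n = 3) with CR31B and 3.02 ± 0.312 CPM (SD, n = 3) with DMSO, and a log2 fold change of 2.99 ± 0.11 with an adjusted p of 4.34e-07 (edgeR, Benjamini-Hochberg). By the same limits, the 10 genes with the largest fall had log2 fold changes from -1.8 to -1.06, with INSIG1 first. In replicate 1 all 20 had the opposite sign.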

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

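The tests in this part were chosen after the opposite course of replicate 1 had been seen, and the limits at which each explanation was set aside were also set then; the counts over other splits of the libraries were planned before the data were examined, except that for the lists of the single-end libraries.

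A treatment effect that differed between the 2 sequencing layouts passed the interaction test in 7027 genes. With 1 paired-end library per group the spread in that test comes from the single-end libraries, and layout and replicate 1 are the same libraries. The same difference appeared as single libraries far from the others of their labelled group, measured as the gap to the nearest library over the range of the group. Over 82 such results (25 genes, 14 lists, the total count and the first principal component, in each group) 18 passed Dixon's 95% critical value for groups of 4, where chance gives about 4.1 (1 in 20). In all 18 the distant library was replicate 1. The ratio was 0.919 for TPX2 in the CR31B group and 0.869 in the DMSO group. For GATA3 it was 0.891 and 0.892, and for HAND2 0.835 and 0.927, in the same order. In the CR31B group it was 0.851 for ATF3 and 0.85 for the mean of the adrenergic transcription factors. In the DMSO group it was 0.834 for EIF4A2, 0.867 for DUSP6, 0.843 for JUN, 0.91 for PCK2, 0.878 for IDI1, 0.983 for MEIS2, 0.93 for the mean of the mitosis list, 0.96 for the mean of the stress response list and 0.941 for the first principal component. These results share the same libraries and are not independent of each other.

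Several technical explanations are argued against by the tables. A shift caused by paired-end sequencing would move both replicate 1 libraries alike, yet 98.9% of the genes called in the single-end libraries had the opposite sign in replicate 1. With every library thinned to the smallest total, 43687828 counts, the correlation between replicate 1 and the mean of the others was -0.741, against -0.755 at full depth. After loess correction on GC content and transcript length it was -0.736. Without the 100 most abundant genes it was -0.754. That value decides nothing, since each of 16518 genes counts alike and leaving out 100 could hardly move the correlation. Partial mixing of material within replicate 1 would shrink its difference, but the slope on the others was -0.959 (95% bootstrap interval over genes -0.978 to -0.94; genes are not independent replicates).

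An exchange of labels within a pair may explain the pattern. Of the 35 splits of the 8 libraries into groups of 4, the split that exchanges the labels of replicate 1 gave 8395 genes with an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), and the other 34 gave 0. In the simulation an exchange in replicate 1 also gave 0 calls under the labels as given. Which libraries would be exchanged cannot be told apart from these values. The 3 pairs that move together outnumber replicate 1, but no marker of the compound with a direction set beforehand was tested. Some lists were written for classes known to respond to blocked translation, but they were tested two-sided. Their medians in the single-end libraries had both signs, with 0.115 for immediate early genes and -0.094 for snoRNA host genes. Exchanged labels in replicates 2 to 4 therefore stay open. In the deposited table the columns of replicate 1 stand in the order CR31B, DMSO and those of the other pairs in the order DMSO, CR31B; column order was not used to assign any library. An opposite response from the same starting level is argued against by the levels. Over the genes called in the single-end libraries, with the mean of the single-end DMSO libraries set to 0 and that of CR31B to 1, the library labelled DMSO replicate 1 lay at 0.998 and the library labelled CR31B replicate 1 at 0.0389. The single-end DMSO libraries, each left out of the means, lay between -0.0288 and 0.0606. A culture that started at the CR31B level of the others and moved to their DMSO level cannot be told apart from an exchange, since it predicts the same values (r of -0.935 over called genes). No library was regrouped for any result of the report.

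For the genes called as labelled, 35 of the 35 splits gave as many, an outcome fixed by the count of 0 itself, so it carries no information. For the lists, 12 of 35 splits gave at least the 7 called lists, and 1 split gave 10, so the list calls under the labels are no more than other splits give. In the 6 single-end libraries 1 of 10 splits gave as many as 6901 genes, the labelled one. Its share cannot fall under 0.05 with 10 splits. The other 9 gave 0 genes, including the other 3 that also part each same-numbered pair. For the lists of the single-end libraries 4 of 10 splits gave at least 8 called lists, so that number is no more than other splits give. Each of the other 9 splits sets unequal numbers of the labels against each other, so part of the labelled difference stays in it. Some of the 35 splits share this limit. The list counts therefore cannot decide whether the list calls come from the labels.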

How the results depend on the processing

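With the labels as given, the count of 0 genes was the same under each scaling, filter, tool and model run on all 8 libraries, with 85 to 722 genes at an unadjusted p under 0.05. It changed only where a library of replicate 1 was left out. The single-end libraries alone gave 6901 genes, 3968 higher, 2933 lower and 447 past 2-fold. Across the 8 fits that each left out one library the counts ranged from 0 to 6920 genes, 0 to 3974 higher, 0 to 2954 lower and 0 to 458 past 2-fold. The fits without CR31B replicate 1 (6920) and without DMSO replicate 1 (6906) made calls and the other 6 made 0. In the fits with calls the layout term takes up the remaining paired-end library, so they in effect repeat the single-end fit. Over the 8 fits the TPX2 log2 fold change ranged from 0.57 to 1.35, EIF4A2 from 0.074 to 0.31 and MYCN from -0.023 to 0.12. With the single-end libraries alone TPX2 had 1.35 and EIF4A2 0.31, both past the threshold. MYCN was -0.0029 with both libraries of replicate 2 left out.

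Several list medians near 0 changed sign with the setting. With all 8 libraries the mitosis median was -0.00083 with no layout term, -0.00017 with the replicate block, -0.0051 with RLE factors and with DESeq2, -0.041 with upper quartile scaling, -0.034 with total counts, -0.0075 with no filter, -0.0057 with a mean of at least 50 counts, -0.014 without replicate 2 and -0.011 without replicate 4 of both groups. The median of MYC targets was -0.016 with GC and length offsets, -0.017 with these and the replicate block, -0.0028 with RLE factors and with DESeq2, -0.037 with upper quartile scaling, -0.03 with total counts, -0.0073 with no filter, -0.007 with a mean of at least 50 counts, and -0.024 and -0.0028 with replicate 2 or 4 of both groups left out. The unfolded protein response lost its call at -0.059 with no layout term, -0.075 with the replicate block, -0.117 with upper quartile scaling, -0.11 with total counts, -0.076 with limma voom, and -0.028, -0.057 and -0.061 with replicate 2, 3 or 4 of both groups left out. Cholesterol biosynthesis lost its call at -0.094 without replicate 3 of both groups. Without replicate 2 of both groups G1/S genes gained a call at -0.06 and SR splicing factors stood at -0.033. The single-end libraries gave 0.051 for G1/S genes, 0.026 for initiation factors and 0.077, a call, for SR splicing factors. The cause of these changes was not tested.

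Leaving out one of the 8 libraries at a time, the medians ranged from -0.027 to 0.034 for mitosis, -0.034 to 0.052 for G1/S genes, -0.033 to 0.033 for MYC targets, -0.028 to 0.027 for initiation factors, -0.213 to -0.025 for the unfolded protein response, -0.461 to -0.11 for cholesterol biosynthesis and -0.0082 to 0.083 for SR splicing factors. The lists that kept their calls ranged from -0.197 to -0.063 for ribosomal proteins, 0.085 to 0.197 for immediate early genes, 0.263 to 0.713 for stress response genes, -0.254 to -0.099 for heat shock genes and 0.151 to 0.354 for adrenergic factors. For stress response genes and adrenergic factors the top of the range came without a library of replicate 1. Cholesterol biosynthesis lost its call without CR31B replicate 3, at -0.11. The unfolded protein response lost its call without CR31B replicate 2 (-0.063) or 3 (-0.034) and without DMSO replicate 2 (-0.025) or 4 (-0.058). G1/S genes gained a call without CR31B replicate 2 (-0.028) and DMSO replicate 2 (-0.03), and SR splicing factors without either library of replicate 1 (0.076 and 0.078).

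Under fry and with an estimated correlation no list was called with the labels as given. These tests leave the medians as they were: -0.113 for ribosomal proteins, 0.148 for immediate early genes, 0.354 for stress response genes, -0.16 for heat shock genes, -0.075 for the unfolded protein response, -0.223 for cholesterol biosynthesis and 0.173 for adrenergic factors.

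The settings for the single-end libraries were chosen after seeing the data. They gave 5582 to 8540 genes. The replicate block gave 8540, of which 6900 were among the 6901, and moved MYCN past the threshold at 0.12, or 0.16 with GC and length offsets as well; it also moved RPS25 and changed no other call of a named gene or list. In all 8 libraries same-numbered deviations correlated at -0.53, -0.078, 0.16 and -0.11, values that the opposite course of replicate 1 enters, so they decide nothing about pairing. Upper quartile scaling shifted the median of all genes to -0.102, gave 4509 lower genes and a share of higher calls of 40%; GC and length offsets gave 50.3%, or 48.4% with the replicate block. A mean of at least 50 counts left 277 genes past 2-fold, with fewer genes tested. The TPX2 log2 fold change stayed between 1.25 and 1.4 and past the threshold in each single-end setting. EIF4A2 fell to 0.13 with GC and length offsets and lost its call, but kept it at 0.14 with the replicate block in the same fit. RPL41 lost its call with these offsets in both fits, and SEC61B only without the block. EIF4A1 ranged from -0.1 to 0.47 when one library was left out.

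In the single-end libraries GC and length offsets gave -0.00062 for G1/S genes, -0.088 for initiation factors, -0.041 for p53 targets and 0.048 for SR splicing factors, which lost their call. With the replicate block added, the last 3 were -0.088, -0.04 and 0.038. Upper quartile scaling gave -0.075 for mitosis, -0.045 for G1/S genes, -0.064 for MYC targets, -0.07 for initiation factors, -0.028 for p53 targets and -0.02 for SR splicing factors. Total counts gave -0.058, -0.027, -0.046, -0.053, -0.011 and -0.0027 for the same lists. These are medians that follow the shift of all genes. SR splicing factors also lost their call in both scalings (camera adjusted p 0.0651 and 0.0524). With no filter the mitosis list was called at 0.028. In that fit the adjusted p of TPX2 was far smaller than with the filter, so the p-values are in doubt. Calls from it, those of the mitosis list and RPS25 included, are therefore uncertain. A mean of at least 50 counts gave -0.00059 for initiation factors and 0.053 for SR splicing factors, and limma voom 0.071 for the latter, both without a call. Leaving out one library, initiation factors ranged from -0.016 to 0.047 and SR splicing factors from 0.0041 to 0.183, with the call lost without CR31B replicate 2 (0.0041), DMSO replicate 2 (0.05) and DMSO replicate 3 (0.097). Immediate early genes ranged from 0.067 to 0.223, mitosis genes from 0.0018 to 0.086 and snoRNA host genes from -0.159 to -0.056. Over all single-end settings the lowest median of immediate early genes was 0.018.

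Fry also called the mitosis list, at 0.022, and snoRNA host genes, at -0.094. With an estimated correlation no list was called in the single-end libraries, at medians of -0.195 for ribosomal proteins, 0.115 for immediate early genes, 0.712 for stress response genes, -0.253 for heat shock genes, -0.212 for the unfolded protein response, -0.46 for cholesterol biosynthesis, 0.353 for adrenergic factors and 0.077 for SR splicing factors. Low counts limit EIF4A1, which had under 1 CPM in each library. Whether reads dropped by the counting lowered them stays open.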

Other observations

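The patterns in this part were noticed in the data and then tested on the same data, and the tests were chosen after the values were seen.

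EIF4A1, a gene that translating cells use at a high level, had a mean of 0.559 CPM. Of its coding bases 86.8% lie in exons of other genes on the same strand. The gene SENP3-EIF4A1, which overlaps it, had 0.0243 CPM. ENSG00000264772, the gene that shares the most exonic bases with EIF4A1, was not compared, so where the EIF4A1 reads went is not settled. Reads that fall in 2 genes may have been dropped by the counting. Ribosomal protein genes served as a comparison, since their products are needed in similar amounts. The 5 with at least 50% of their coding bases overlapped had a median of 5.46 CPM (0.682 to 60.5), and the 66 with under 1% a median of 419 CPM with a minimum of 6.54. A permutation test of mean log2(CPM + 0.5), two-sided with 100000 resamples, gave 1e-05, the smallest value it can give. RPL17 had 1.02 CPM with 98.2% overlapped and RPS10 0.682 CPM with 56.9%, while RPL22 reached 60.5 CPM with 59.4%. Several versions were looked at before this one was kept. With a minimum of 10% the ribosomal protein medians were 5.53 and 419 CPM, and with initiation factors added 8.19 CPM for 9 genes and 340 CPM. At 50% no initiation factor besides EIF4A1 enters the overlapped genes. Over all protein-coding genes 88.6% of 898 with at least 90% overlapped were under 1 CPM, against 38.8% of 17556 with under 1%; many genes of that kind are poorly expressed for other reasons. The counting tool is not stated, so the explanation stays a hypothesis. Levels of overlapped genes in the table are uncertain, and the fold change of EIF4A1 says little about its messenger RNA.

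TPX2 rose in the single-end libraries labelled CR31B by 1.35 on the log2 scale, past each of the 51 other tested genes of the mitosis list. The next were MKI67 at 1.02, CDCA2 at 0.83 and KIF11 at 0.57, and the lowest member stood at -0.68. A shift of cells toward mitosis, as the whole cause, would raise the list as a set, but 12 of the other genes were called lower and 16 higher (edgeR quasi-likelihood, Benjamini-Hochberg). For the whole list, TPX2 included, camera made no call with the preset correlation (adjusted p 0.148) or an estimated one (0.782). Fry called the list higher (adjusted p 0.0273), as did camera with no filter on low counts, at a median of 0.028. These list tests differ, so they do not decide whether the set rose. A smaller shift together with changes in single genes stays open. GC and length offsets left TPX2 at 1.31 and thinning to equal totals left it at 1.34, so neither accounts for the rise. The rise may be a response of the TPX2 messenger RNA, but only within replicates 2 to 4, since replicate 1 gave -1.29 and the direction depends on which labels hold. Among all 16696 tested genes 113 called genes rose more. Protein levels and ribosome occupancy were not analysed here, so the data do not speak to translation of TPX2.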
